A study of Mus musculus with 8 samples.

How the data were processed

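Esophageal epithelium of 14- to 15-week-old C57BL6 mice was peeled, digested with dispase and trypsin and stained for integrin beta-1, DAPI and Cyto-ID before sorting, per the labels' protocols. Both sorted fractions were sequenced in bulk. The authors deposited 1 table of raw counts per gene symbol for 8 libraries. That the unit is raw counts follows from its values, which are whole numbers with a different total in each library (26285150 to 29301054). The aligner, the counting tool, the genome build, the annotation, the strandedness and any filter are not stated in the labels or the table's header, and so no coordinates are given. Reads shared between overlapping genes or near-identical copies may have been split or dropped in the counting, in a way that is not known here. All 8 columns were matched to samples by animal name and fraction, and no row lacked a gene name. Intervals and spreads cover biological and counting error between libraries, and molecular identifiers were not stated.

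Libraries were grouped by the label that gives the Cyto-ID fraction, which left 4 in each. Each animal (Female1, Female2, Male1, Male2) names 1 library of each fraction, and the protocol sorts 1 cell suspension into both populations, so the same-named libraries were taken as pairs from 1 animal. As a check, deviations from the fraction means in log2 CPM were correlated across genes between the High and Low libraries of an animal. The correlation was 0.43 for Female1, 0.32 for Female2, −0.02 for Male1 and 0.28 for Male2, where genes are not independent replicates. Between different animals it ran from −0.37 to 0.35, the highest being High Male1 with Low Female1, so the check did not single out every pair and the pairing of Male1 rests on the names.

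Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with the fraction as the group, which left 17344, and libraries were scaled by the trimmed mean of M values (TMM). Cyto-ID High was tested against Cyto-ID Low with glmQLFit and glmQLFTest with sex as a covariate over all 8 libraries, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Standard errors of log2 fold changes were derived from the fold change and the F statistic. CPM are TMM-scaled, and log2 CPM use a prior count of 2. The dependence on sex was tested as the interaction of sex and fraction. Male and female animals were compared on counts summed over both fractions of an animal, 2 against 2. All tests were two-sided.

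Before the data were examined, 6 study lists (S phase, G2/M phase, autophagy machinery, lysosome, basal keratinocyte, suprabasal differentiation) and 5 background lists (leukocyte, fibroblast, endothelial, muscle, dissociation stress) were fixed, together with the tests and the alternatives. Lists were tested on the same fit with camera in limma 3.58.1, with a preset correlation of 0.01 and adjustment over the 6 or the 5 lists. The value of a list is the median log2 fold change of its tested genes. The genes named were also chosen by a rule fixed before. It took the 5 with the largest log2 fold change in each direction among those with an adjusted p under 0.05, a mean of at least 5 CPM and the same sign in all 4 pairs, leaving out names that begin with Gm and a digit or end in Rik. To these came 12 fixed genes of proliferation, the epithelial layers and autophagy, and 5 sex-linked genes.

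The alternatives were RLE size factors, scaling by total counts only, no filter on low counts, at least 10 counts in every library, robust dispersion, DESeq2 1.42.0, limma-voom, no covariate, the animal as a replicate block in place of sex, and each of the 8 libraries left out in turn. For lists, fry and camera with an estimated correlation were added, and for sex, the High or the Low libraries alone. After the data were seen, the label number (1 or 2) as a covariate and a loess correction of log2 fold changes for GC content and transcript length (span 0.3) in the blocked fit were added. GC content, length and exon overlaps were taken from GENCODE mouse release M21, in which 53388 of the 55276 symbols were found.

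The fits were tested on simulated counts drawn from the means, dispersions and library sizes of the real data, with 200 genes changed by 1.5 on the log2 scale. As many were raised as lowered, genes were drawn independently, and no effect shared by the libraries of an animal was added. The simulation therefore could not test the scaling under a shift as broad as the real one. Nor could it test the gain from the block or the correlation between genes of a list. The fit with sex as a covariate called 81.5% of the changed genes in the right direction and 13 others of the 16978 genes tested. The blocked fit called 79% and 9 others. On animal sums the test of 2 against 2 called 84% of 200 changed genes and 11 others of 17342. Among 100 random lists, camera gave a p under 0.05 for 2 and fry for 10, of 16951 genes tested. The search for transcripts shared between libraries selected 60 of 60 genes whose counts, among 17344 simulated genes, were replaced by those of a source, and 0 others. The other genes had equal means in all libraries, so that 0 was close to fixed in advance. Carried-over cells were not simulated.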

Results

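RNA was sequenced in bulk from esophageal epithelial cells of C57BL6 mice that had been sorted by flow cytometry. Live cells, which excluded DAPI and carried integrin beta-1 on their surface, were parted by the fluorescence of Cyto-ID, a dye that accumulates in autophagic vesicles. The fraction with little dye is called Cyto-ID Low and the fraction with much dye Cyto-ID High. The series asks how basal cells with a high content of autophagic vesicles differ from the rest, with proliferation and self-renewal named in its title. There were 8 libraries, 4 per fraction, from 2 female and 2 male animals that each gave both fractions. The 4 Cyto-ID Low libraries held 26285150 to 28599954 counts and the 4 Cyto-ID High libraries 27486049 to 29301054. Counts were assigned to 55276 gene symbols, of which 20249 had no count in any library. Genes with at least 1 count numbered 27142 ± 841 in Cyto-ID Low and 25262 ± 2304 in Cyto-ID High (SD, n = 4 each). Within the High fraction they ranged from 22208 in Male2 to 27395 in Female1. No pair of libraries within a fraction agreed within sampling noise, since the chi-square per degree of freedom between their counts was at least 19.8, where sampling alone gives 1.

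The sex labels were checked first. Xist, the transcript of the inactive X chromosome, had 3726 to 24077 counts in the 4 female libraries and 14 to 96 in the 4 male libraries. The Y-linked gene Ddx3y had 81 to 284 counts in the female libraries and 1582 to 2973 in the male libraries. When the counts of both fractions were summed per animal, 4 of 19687 tested genes differed between the 2 male and the 2 female animals (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05). At an unadjusted p under 0.05 there were 284. The 4 genes were Xist (log2 fold change −7.51, SE 0.71, adjusted p 0.0183), Kdm5d (4.89, SE 0.32, adjusted p 0.00297), Ddx3y (3.53, SE 0.31, adjusted p 0.0183) and Uty (3.05, SE 0.29, adjusted p 0.0183). Eif2s3y was higher in males by 2.45 (SE 0.28) with an edgeR adjusted p of 0.0619, and so did not pass. Without a filter on low counts 15 genes passed. With the 4 High libraries alone 0 genes passed, with 72 at an unadjusted p under 0.05, and with the 4 Low libraries alone only Kdm5d did.

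The main comparison was between the fractions. The first principal component of the log2 CPM, the library counts after scaling to a common total, held 68.2% of the variance and separated the 4 High from the 4 Low libraries. The second held 19.4% and ran, within the High fraction, from Female1 at 69.0 to Male2 at −85.2. With sex as a covariate, 8440 of 17344 tested genes differed between Cyto-ID High and Cyto-ID Low (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05), 4055 of them higher and 4385 lower in the High fraction. A change of at least 2-fold was fitted for 2306 of the higher and 2653 of the lower genes. Of the 8440 genes, 8374 had the same sign of High minus Low in all 4 animals. The biological coefficient of variation was 0.257.

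The scaling of the libraries moved this result the most. Krt4 and Krt13 alone took 12.1% ± 1.5 of all counts in Cyto-ID High and 1.71% ± 0.77 in Cyto-ID Low (SD, n = 4 each), and the 10 most abundant genes of each library took 16.8% ± 1.6 and 7.31% ± 0.78. The trimmed-mean scaling factors were 0.828 ± 0.118 in High and 1.22 ± 0.07 in Low. When libraries were scaled by total counts only, 10708 genes differed, 2194 of them higher and 8514 lower, so that 20.5% of the genes were higher in place of 48.0%. This scaling moved the median of all tested genes by −0.55 on the log2 scale. The animals carried the numbers 1 or 2 in their labels, and when the 2 animals of each number were fitted alone, 8951 genes differed in the animals numbered 1 and 6779 in those numbered 2.

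**Figure D1:**
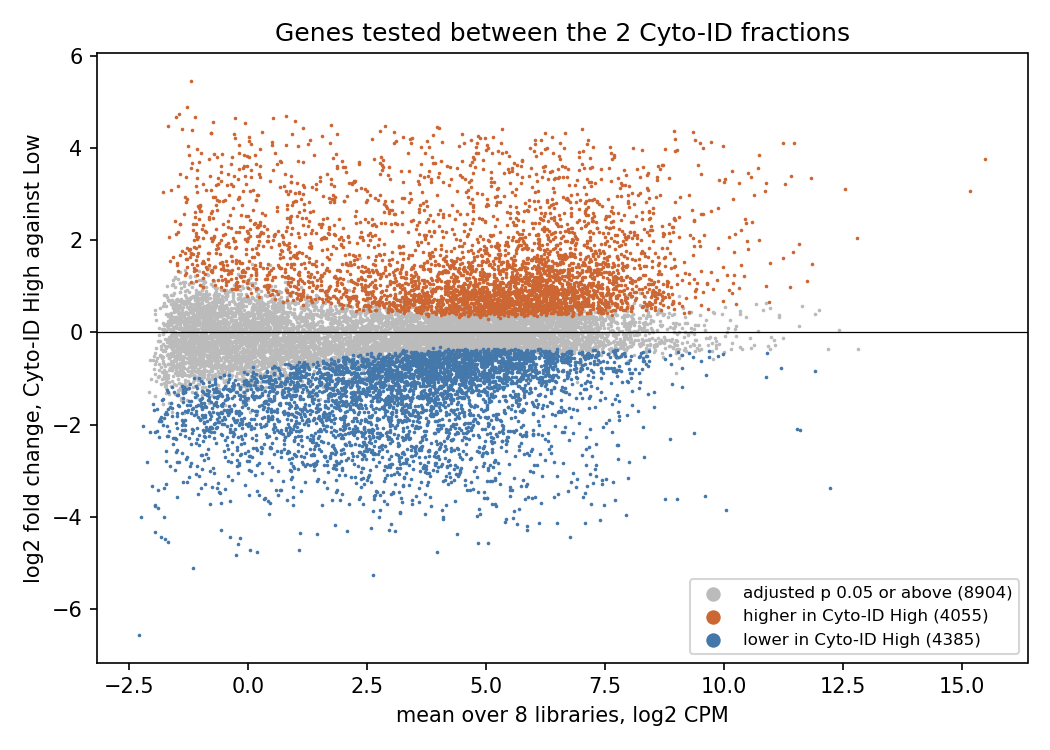
Each point is 1 of the 17344 tested genes, with the log2 of its mean CPM over 8 libraries on the x axis and its log2 fold change in Cyto-ID High against Cyto-ID Low on the y axis. The 4055 genes that were higher and the 4385 that were lower at an adjusted p under 0.05 are coloured, and both directions are seen at all levels of expression.

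The 5 genes with the largest increase by the rule fixed beforehand were Hopxos, Abo, Pla2g3, Dnase1l3 and Ly6g6c. The long non-coding transcript Hopxos rose from 0.640 ± 0.416 to 14.0 ± 5.3 CPM (SD, n = 4 each), a log2 fold change of 4.48 (SE 0.56, edgeR adjusted p 0.000137). Abo rose from 1.42 ± 1.08 to 30.9 ± 10.1 CPM, or by 4.44 (SE 0.60, edgeR adjusted p 0.000226). Dnase1l3 rose from 11.6 ± 8.9 to 248 ± 58 CPM, or by 4.42 (SE 0.59, edgeR adjusted p 0.000209). Pla2g3 and Ly6g6c rose by 4.42 (SE 0.54) and 4.38 (SE 0.63), to 77.1 ± 21.4 and 941 ± 291 CPM. In the annotation used here exons of Hopxos overlap exons of Hopx on the other strand, those of Pla2g3 overlap Inpp5j and those of Ly6g6c overlap Mpig6b. The labels do not say whether the counting used the strand, so reads of these 3 genes are uncertain.

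The 5 genes with the largest decrease were Ntf3, Sult1d1, Sema3d, Dlk2 and Smoc2. Ntf3 fell from 11.9 ± 2.6 to 0.321 ± 0.253 CPM (SD, n = 4 each), a log2 fold change of −5.28 (SE 0.44, edgeR adjusted p 1.83e-05), and rested on 3 to 13 counts in the High libraries. Sult1d1 fell from 30.3 ± 10.2 to 1.14 ± 0.73 CPM, a change of −4.77 (SE 0.46, edgeR adjusted p 3.24e-05). Sema3d and Dlk2 both changed by −4.57 (SE 0.44 and 0.43), and exons of Dlk2 overlap those of Abcc10 on the other strand. Smoc2 fell from 206 ± 48 to 9.59 ± 4.84 CPM, a change of −4.44 (SE 0.35, edgeR adjusted p 1.71e-05).

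Proliferation was examined with 2 lists of cell-cycle genes. All 43 genes of the S phase list were tested, 42 of them with a negative log2 fold change in Cyto-ID High, and the median was −1.55. The test camera, with a preset correlation between genes of 0.01, gave an adjusted p of 1.3e-09 over the 6 study lists. In the 4 animals the list's median High minus Low difference was −1.53 ± 0.27 log2 CPM (SD, n = 4). Over all tested genes 40 of the 43 passed, 39 lower and 1 higher, and adjusted over the list alone 42 did. The median of the 54 genes of the G2/M phase list was −2.55 (camera adjusted p 1.43e-12), and the difference per animal was −2.49 ± 0.25 log2 CPM (SD, n = 4). Over all genes 47 of the 54 were lower and 4 higher past the threshold, and adjusted over the list alone 52 passed. Mki67 fell from 259 ± 103 to 30.8 ± 18.9 CPM, a log2 fold change of −3.08 (SE 0.48, edgeR adjusted p 0.000567). Top2a fell from 278 ± 154 to 35.7 ± 13.7 CPM, a change of −2.97 (SE 0.47, edgeR adjusted p 0.000593), and exons of Gm23451 overlap it on the same strand. Within the animals numbered 1 and 2 the medians were −1.56 and −1.44 for S phase, and −2.32 and −2.65 for G2/M.

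The position of the cells in the epithelium was addressed by genes of basal keratinocytes and of the differentiating layers above them. All 16 genes of the basal list were lower in Cyto-ID High, each past the threshold over all genes and also adjusted over the list alone, with a median of −2.92 (camera adjusted p 4.3e-20). The difference per animal ran from −2.71 in Female1 to −3.19 log2 CPM in Male1. Krt5 fell from 8711 ± 807 to 838 ± 305 CPM, a log2 fold change of −3.38 (SE 0.28, edgeR adjusted p 1.83e-05), where exons of Gm44323 overlap on the other strand. Krt14 and Krt15 both fell by 2.11 on the log2 scale, with SEs of 0.41 and 0.26. Trp63 changed by −2.06 (SE 0.20, edgeR adjusted p 3.18e-05) and Sox2 by −1.63 (SE 0.30, edgeR adjusted p 0.00159). Itgb1 encodes the surface protein by which both fractions were gated. Its transcript was at 370 ± 32 CPM in Low and 68.2 ± 18.2 in High, a change of −2.44 (SE 0.21, edgeR adjusted p 2.16e-05).

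Of the 24 genes on the suprabasal list 23 were tested, and 21 of these were higher in Cyto-ID High past the threshold over all genes and adjusted over the list alone. Their median log2 fold change was 3.10 (camera adjusted p 1.24e-15), and the difference per animal was 3.19 ± 0.27 log2 CPM (SD, n = 4). Krt13 rose from 7776 ± 2882 to 65729 ± 17542 CPM, or by 3.07 (SE 0.33, edgeR adjusted p 6.16e-05). Krt4 rose from 6295 ± 3578 to 85156 ± 24001 CPM, or by 3.75 (SE 0.46, edgeR adjusted p 0.000134). Within the animals numbered 1 and 2 the medians were −2.89 and −3.08 for the basal list, and 3.31 and 3.01 for the suprabasal list. The cell-cycle, basal and suprabasal lists had the same direction under all scalings tried.

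**Figure D2:**
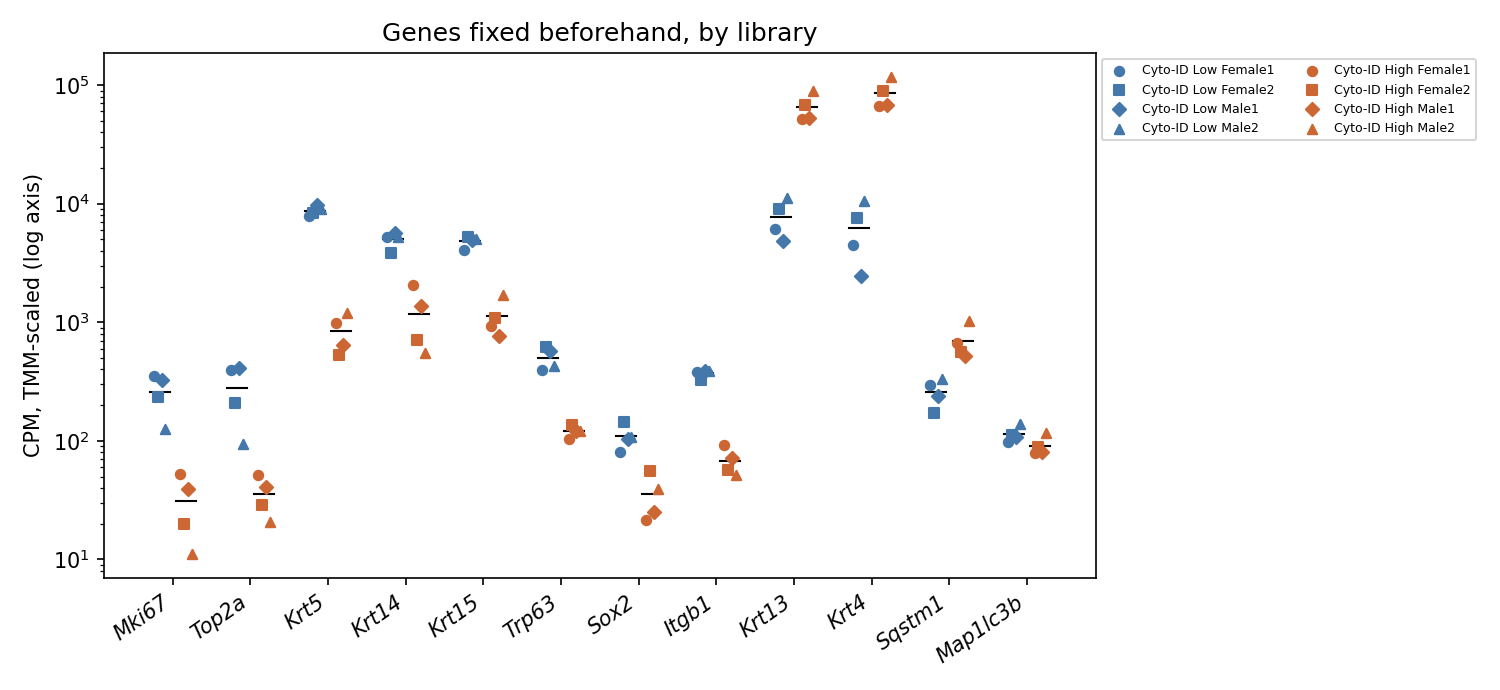
Points are TMM-scaled CPM on a log axis for 12 genes fixed beforehand, with 4 Cyto-ID Low (blue) and 4 Cyto-ID High (orange) libraries per gene, a symbol per animal and a bar at the mean. Mki67, Top2a, Krt5, Krt14, Krt15, Trp63, Sox2 and Itgb1 are lower in all 4 High libraries than in any Low library, Krt13, Krt4 and Sqstm1 are higher, and the fractions overlap for Map1lc3b.

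Since the sort used a dye for autophagic vesicles, the genes of the autophagy machinery and of the lysosome were compared too. The median log2 fold change of the 41 genes of the autophagy machinery was 0.24, and the list did not pass (camera adjusted p 0.0965). The difference per animal was 0.25 ± 0.18 log2 CPM (SD, n = 4). Over all genes 16 of the 41 were higher and 5 lower past the threshold, and adjusted over the list alone 21 passed. Sqstm1 rose from 260 ± 71 to 690 ± 228 CPM, or by 1.41 on the log2 scale (SE 0.26, edgeR adjusted p 0.00156), and its exons overlap those of Mrnip on the other strand. Map1lc3b was at 114 ± 17 CPM in Low and 91.1 ± 17.2 in High, lower in all 4 animals, with a change of −0.32 (SE 0.16). Its edgeR adjusted p was 0.127, with the animal as a replicate block it was 0.0316, and over all alternatives, left-out libraries included, it ran from 0.000238 to 0.311. Its exons overlap those of Zcchc14 on the other strand.

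The 45 genes of the lysosome list had a median of 0.51 (camera adjusted p 5.99e-05) and a difference per animal of 0.54 ± 0.10 log2 CPM (SD, n = 4). Over all genes 25 of the 45 were higher and 6 lower past the threshold, and adjusted over the list alone 31 passed. Within the animals numbered 1 and 2 the medians were 0.18 and 0.39 for the autophagy machinery, and 0.51 and 0.60 for the lysosome. Under scaling by total counts only, the medians of both lists changed sign, to −0.34 for the autophagy machinery and −0.07 for the lysosome, beside a median of all genes of −0.64. The rotation test fry asks whether a list's genes changed in one direction, and not whether they changed more than other genes. Under fry all 6 study lists passed, the autophagy machinery with an adjusted p of 0.0294, where its alternatives ran from 0.0294 to 0.648. With the correlation between genes estimated from the data, only the basal list passed camera (adjusted p 0.032), and the adjusted p of the others was 0.101 to 0.54.

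**Figure D3:**
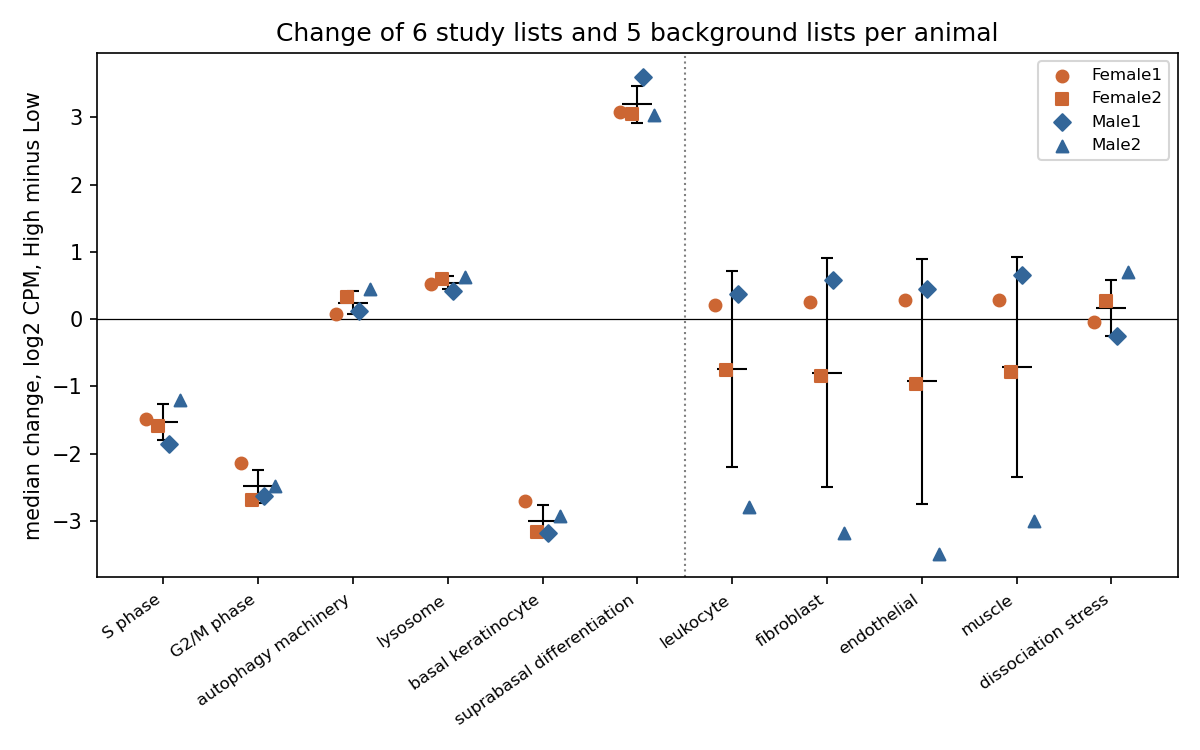
The median High minus Low difference in log2 CPM is shown on the y axis for each of the 6 study lists and, right of the dotted line, 5 background lists, with a symbol per animal and the mean ± SD over the 4 animals. The study lists lie on one side of 0 in all 4 animals, although under total counts the medians of the autophagy and lysosome lists are −0.34 and −0.07, while the leukocyte, fibroblast, endothelial and muscle lists are above 0 in Female1 and Male1 and between −2.79 and −3.49 in Male2.

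Background lists of genes from other cell types and from the stress of dissociation were measured in the same way. None of the 5 passed camera, with adjusted p of 0.519 to 0.52. Their median log2 fold changes were −0.43 for leukocytes, −0.40 for fibroblasts, −0.36 for endothelium, −0.13 for muscle and 0.35 for dissociation stress, the last of which was −0.25 under total counts. With the animal as a block the first 4 were −0.71, −0.69, −0.63 and −0.53, and apart from the fits that left out a library the muscle list moved most, to −0.73 with at least 10 counts in every library. The animals differed widely, with a fibroblast difference of 0.25 in Female1, −0.84 in Female2, 0.58 in Male1 and −3.19 in Male2. Without the High library of Male2 the fibroblast median was −0.01 and the muscle median was 0.29.

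The design also allowed the comparison of the fractions to be set against sex. In a model with an interaction term, 0 of 17344 genes had a Cyto-ID difference that depended on sex (edgeR's quasi-likelihood test, adjusted p under 0.05), with 19 at an unadjusted p under 0.05. With the animal as a block there were 0 and 38. On simulated counts of the same depth and spread, the test recovered 0% of the genes whose difference changed by 1.5 on the log2 scale. It recovered 80% of those changed by 3. Differences of 1.5 or less between the sexes were therefore not detectable with 2 animals each, and sizes between 1.5 and 3 were not simulated.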

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

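The tests of the lists by sex were chosen only after the result was seen, and the gastric list was written after Tff1 and Atp4a had been seen but before its 11 genes were examined. In 78 groups of 4 libraries the highest and lowest library were tested for distance from the others with Dixon's test, which by chance singles out about 1 in 20 groups, and 2 were singled out. Both belonged to the same animal and the same list.

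The summed level of the 11 gastric genes stood far from the others in Female2, at 15.97 CPM in Cyto-ID Low, where the other libraries had 1.79, 0.746 and 0.664, and at 103 CPM in Cyto-ID High, where they had 1.39, 1.56 and 1.23. Of the 11 genes, 9 were highest in Female2 in both fractions, and Gkn3 and Chia1 were not. Pgc had 272 and 985 counts and Gkn1 76 and 484 in the Low and High library of Female2. Only 2 of the 11 genes had over 3 counts in at least 4 of the 6 libraries of the other animals. The lower Female2 library lay 8.92 times above the highest other library. A candidate source is gastric epithelium carried along in the tissue of Female2, although RNA of gastric cells and a change in the esophageal cells of 1 animal were not tested against it. The design names no biological group that singles out Female2, and no biological explanation was tested.

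In 5 of 11 lists the High against Low difference was not the same in male and female animals by camera with the preset correlation, adjusted over the 11 lists. The male minus female median was −0.39 for leukocytes (adjusted p 0.00103), −0.60 for fibroblasts (adjusted p 0.000179), −0.53 for endothelium (adjusted p 0.00125), −0.28 for muscle (adjusted p 0.00125) and 0.12 for suprabasal differentiation (adjusted p 0.0246). Under fry the adjusted p was 0.946 for each, and no single gene passed the interaction (0 called, 19 at an unadjusted p under 0.05).

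The 4 background lists rested on Male2. Their change in Male2 minus the mean of the females was −2.53 to −3.15, while in Male1 it lay on average 0.80 above the females. A lack of non-epithelial transcripts in the High library of Male2 may therefore account for the difference, and a difference between the sexes stays open as untested with 2 animals each. For the suprabasal list the change minus the mean of the females was 0.54 in Male1 and −0.03 in Male2, in medians per animal. The 2 male animals thus differed from each other by 0.57, so a difference between single animals is possible. The 0.12 between the sexes is a median over genes of the interaction fit, and so is not on the same measure. Sex stays open here as well.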

How the results depend on the processing

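No test in this part was chosen after the result was seen, but 2 of the alternatives were: the label number as a covariate, and the replicate block with GC and length correction. Of 44 results, 27 kept their direction and their side of the threshold in every alternative that gave them a value, among them 21 of the 22 genes named in the comparison of the fractions, Map1lc3b being the exception. With at least 10 counts in every library Hopxos, Abo and Ntf3 were left out and gave no value. The number of genes differing between the fractions ran from 8066 to 10708 over 10 alternatives, and from 7269 (without Low Male1) to 8106 when each library was left out. With the replicate block it was 9336, of which 8393 were among the 8440, and of the results this changed only the call of Map1lc3b (adjusted p 0.0316, in a range of 0.000238 to 0.311 with the fits that left out a library).

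Scaling by total counts only gave 2194 higher and 8514 lower genes, or 20.5% higher, and turned the medians of the autophagy list to −0.34 (adjusted p 0.648), of the lysosome list to −0.074 (adjusted p 0.000636, in a range of 3.02e-07 to 0.27) and of the dissociation stress list to −0.25. It moved the median of all genes by −0.55, which by construction shifts every gene. Relative to that median the lysosome list was at 0.56, against 0.60 with TMM, a comparison from which most of the shift drops out.

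The autophagy list passed with limma-voom (0.23, adjusted p 0.0341) and fry (0.24, adjusted p 0.0294), in a range of 0.0294 to 0.648. For limma-voom the cause was not tested. Fry asks whether a list's genes changed in one direction, whatever the other genes did, while camera compares them with the other genes. With 8440 of 17344 genes called, passing fry does not show that the list changed more than other genes. On simulated counts fry also gave a p under 0.05 for 10 of 100 random lists. Leaving out each library gave 0.16 to 0.34, and it passed without High Male1 (adjusted p 0.0486). Without High Female2 or High Male2 its median was 0.16. With an estimated correlation the S phase (−1.55), G2/M (−2.55) and lysosome (0.51) lists had an adjusted p of 0.27 and the suprabasal list (3.10) of 0.101, because that setting widens the variance and leaves the medians as they were.

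The leukocyte, fibroblast, endothelial and muscle lists were −0.71, −0.69, −0.63 and −0.53 with the replicate block, −0.80, −0.77, −0.70 and −0.64 with limma-voom, and −0.89, −0.87, −0.83 and −0.59 under total counts, and did not pass in any alternative. The muscle list ran from −0.94 to 0.29 when each library was left out, at 0.06 without High Female2 and 0.29 without High Male2. The leukocyte list was −1.14 without High Male1 and −0.03 without High Male2, and the fibroblast list −0.98 and −0.01, the endothelial list −0.93 and −0.04. These 4 lists also moved by over 1.5 times without High Female1 (leukocyte −0.79, fibroblast −0.86, endothelial −0.85, muscle −0.58), and without Low Male2 (−0.23, −0.11, −0.15 and −0.017). Without High Female2 the first 3 were −0.23, −0.22 and −0.20, and muscle was −0.25 without Low Female2. The dissociation stress list was 0.20 without Low Female1, 0.16 without High Female2 and 0.09 without High Male2.

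Genes differing between male and female animals numbered 15 without a filter, 0 with the High libraries only (72 at an unadjusted p under 0.05) and 1 with the Low libraries only, and the cause was not tested. Among single genes and background lists, 4 changes were stronger, 7 weaker and 1 reversed, besides the muscle list. With 2 animals per sex, differences of 1.5 on the log2 scale between the sexes were not detectable in the interaction.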

Other observations

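Apart from the splits of the libraries, the clock list and the gastric list, the tests in this part were chosen only after the result was seen. The tests of leukocytes, of olfactory receptors, of RNA from the male libraries, of carried-over cells and of scaling were each redefined once after a first version had given a value.

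Of the 35 splits of the 8 libraries into 4 and 4, only the real one (1 of 35) called as many genes as 8440, and the others called at most 3, with the difference between the fractions left in their residual variance. The real split was also the only one with a median as far from 0 for the G2/M, lysosome, basal and suprabasal lists (1 of 35 each), while 2 of 35 were as far for the S phase list and 2 of 35 for the autophagy list. Among the 8 splits that part all 4 pairs, the real one was the farthest for each of the 6 lists. This largely follows from the same sign of the difference in all 4 animals. With 8 splits the smallest share possible is 1 of 8, so it adds no support.

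For the lower cell-cycle genes in Cyto-ID High, the tables argue against several technical trends as the whole cause. The G2/M median was −3.06 under total counts and −2.47 with RLE size factors, and so fell under each scaling. Without the 73 most abundant genes it was −2.49, with 8287 genes called, and after a correction for GC content and length in the paired, blocked fit it was −2.51. What stays open is the cell type. The basal list fell more than the G2/M list in 4 of 4 pairs, by a mean difference of −0.51 (SD 0.06), so fewer basal cells in the High fraction could account for the lower cell-cycle genes without a change of proliferation within basal cells. The autophagic vesicle content itself, which the design names, was not separable from this in bulk RNA.

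The higher lysosome list stayed at 0.48 after the GC and length correction. Under total counts its median was −0.074, so the scaling of the libraries may account for the sign of the median. It does not account for the rise relative to other genes, which was 0.56 under total counts and 0.60 with TMM, since a factor per library moves all genes nearly alike. The leukocyte list reached 110 ± 68 CPM in Cyto-ID High (SD, n = 4), or 3.16% of the rise of 3487 ± 630 CPM in the lysosome list. That share cannot exclude leukocytes, since marker genes do not bound the lysosomal RNA of such cells. The first version of that test used the list's median change of −0.43. From Low to High the leukocyte sum went from 187 to 192 CPM in Female1 and 130 to 136 in Male1. It fell from 123 to 75.5 in Female2 and 160 to 38.1 in Male2. This argues against more leukocytes as the whole source. Of its genes 2 rose past the threshold, Cd68 by 2.13 and Cd52 by 0.93, and 3 fell. Scaling stays open for the sign alone, and a change of epithelial cell type for the rise, with a part from leukocytes not excluded.

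The libraries also differed by the number in their labels, which the labels do not explain. On sums per animal the split by number called 10 genes (4214 at an unadjusted p under 0.05), the split by sex 4 (284) and the crossed split 0 (152). Over 8 libraries, with the fraction in the model, the counts were 710, 5 and 0. With 1 split of each kind, a difference between pairs of animals by chance cannot be told apart from a shared cause. The tests of the lists by number did not rest on the sums per animal, since 34 G2/M genes passed there against 10 genes in all on the sums. The number varies only between animals, so p-values that take both libraries of an animal as independent may be too small. No list result on the sums is given. In the animals numbered 2 the G2/M median was lower, at −0.91 (fry adjusted p 0.0206), and the S phase median −0.60 (fry adjusted p 0.035), while the lysosome median was higher, at 0.22 (fry adjusted p 0.00216). The other 8 of 11 lists did not pass fry, whereas by camera with the preset correlation 10 of 11 passed, the autophagy list with the largest adjusted p of these (0.0464), and only the basal list did not (adjusted p 0.932). Nr1d1, Dbp, Tef, Per3, Cry1 and Cry2 were seen first among the genes by number. Of 9 clock genes not looked at before, 9 moved in the direction of a different clock phase in the fit over 8 libraries, with a difference of 0.54 between the medians of the negative and the positive arm. This lay above 99.6% of 10000 random lists, and the other splits gave 0.27 and 0.25. The random lists drew genes independently, and so made no allowance for clock genes that move together. Singly, of the 9 only Nr1d2 had an adjusted p under 0.05 (log2 fold change 0.90), and Arntl changed by −0.08 (SE 0.13). Only Nr1d2 and Nfil3 moved in the direction of a different phase in each sex and each fraction. Per2 went the other way in the females. It was at 8.77 CPM in Low Female1 and 4.21 in Low Female2, and at 5.36 and 4.05 in their High libraries. Arntl went the other way in the Low females (79.4 to 87.9 CPM), Clock in the High females (200 to 241) and Hlf in the Low males (23.1 to 21.6). A different time of day at collection may be part of the difference by number, and the labels give no time.

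Transcripts of fat, blood, immune and connective tissue nearly vanished from the High library of Male2. Fabp4 had 20 counts there and 6014 to 20309 in the other 7 libraries. For the 44 genes with at least 200 counts in High Female1 that were below 2% of it there, their level was 79.1, 59.1, 42.0 and 44.5% of High Female1 in the Low libraries of Female1, Female2, Male1 and Male2, and 33.2, 67.3 and 1.01% in the High libraries of Female2, Male1 and Male2. The ratios of the 44 genes between libraries spread by 0.141 on the log2 scale, where counting error gives 0.099 and other genes of the same abundance 0.63. Against High Female1 within the High fraction, those other genes spread by 0.352 in Female2 and 0.250 in Male1, and the 44 genes by 0.160 and 0.118. One RNA source shared by 7 libraries could give such near-fixed proportions. In 3 of 6 libraries the spread was above the 95% limit of counting error, at 0.132 in Low Female1, 0.149 in Low Female2 and 0.256 in Low Male2. The spread that carried-over cells would give was not measured, so such cells cannot be told apart from a shared source by these proportions. Genomic background was examined by olfactory and vomeronasal receptor genes, in a test that first used the mean count per gene. Their summed CPM in High Male2 was 55.0% of that in High Female1, where the 44 genes, by their selection, were at 1.01%. The number of receptor genes detected was 135 in High Female1, 100 in High Male1, 57 in High Female2 and 33 in High Male2. That is the order of the source level, so the sum and the number of genes point different ways. Genomic background therefore stays open. None of the 44 genes was on a study list, while 3 were on a background list. Where the source entered, and its share of all counts, are open.

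The 4 female libraries held Y-linked reads. Their CPM per level of the shared source was alike, with a highest to lowest ratio of 1.03, while the CPM alone had a ratio of 3.06. As a share of the X-linked copies they had a ratio of 4.56, which argues against reads shared with those copies as the whole. Against RNA from the male libraries of this series, Eif2s3y reached at least 3.71 and at most 6.66 times the share of the male level that Kdm5d did, where RNA of those libraries would bring both alike. A first version set the lowest share of Eif2s3y over the libraries (7.92%) against the highest of Kdm5d (5.26%), which was too small a gap to decide. The argument rests on the later ratio within libraries, between the genes with the highest and the lowest mean share. Kdm5d had only 9 to 25 counts in the female libraries. RNA of the male libraries is thus argued against only as the whole, since a part from X-linked copies was not tested. The shares of Ddx3y (4.10 to 12.7%) overlapped with those of both Eif2s3y and Kdm5d, and those of Uty (6.80 to 17.6%) with Eif2s3y but not Kdm5d. RNA from the shared source may hold male RNA, as a hypothesis found in these same libraries.

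The cell-cycle signal that remained in Cyto-ID High ranked as the level of the source did, which is 1 of the 24 orders of 4 libraries, so RNA from the shared source as part of it cannot be told apart from a difference between animals. In Cyto-ID Low the order was not alike, since Male1 had the lowest level of the source (42.0%) and the highest G2/M median (6.05 log2 CPM). As the whole of it the source is argued against, since the G2/M median changed by −1.41 from High Female1 to High Male2 and the source by −6.63.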
